# A Combined Proteomic and Transcriptomic Analysis on Sulfur Metabolism Pathways of *Arabidopsis thaliana* under Simulated Acid Rain

**DOI:** 10.1371/journal.pone.0090120

**Published:** 2014-03-03

**Authors:** Tingwu Liu, Juan A. Chen, Wenhua Wang, Martin Simon, Feihua Wu, Wenjun Hu, Juan B. Chen, Hailei Zheng

## Abstract

With rapid economic development, most regions in southern China have suffered acid rain (AR) pollution. In our study, we analyzed the changes in sulfur metabolism in *Arabidopsis* under simulated AR stress which provide one of the first case studies, in which the systematic responses in sulfur metabolism were characterized by high-throughput methods at different levels including proteomic, genomic and physiological approaches. Generally, we found that all of the processes related to sulfur metabolism responded to AR stress, including sulfur uptake, activation and also synthesis of sulfur-containing amino acid and other secondary metabolites. Finally, we provided a catalogue of the detected sulfur metabolic changes and reconstructed the coordinating network of their mutual influences. This study can help us to understand the mechanisms of plants to adapt to AR stress.

## Introduction

Acid rain (AR), as a worldwide environmental issue, has been a serious global problem for several decades, especially in southern China [1]. As for plants, it has caused a series of damages, such as necrosis, thin crown, premature abscission, branch dieback, and has been treated as a new abiotic stress factor [2]–[4]. Acid rain is formed from SO_2_ and nitrous oxides (NOx) emitted to the atmosphere, largely due to fossil-fuel combustion [5]. Different from other regions in the world, AR in China contains a lot of sulfate [1] due to the aggravated combustion of ubiquitous sulfur-containing coal [6]. As a result of significant emissions and subsequent deposition of sulfur (S), widespread AR is observed in southern and southwestern China [1]. However, studies are rarely focused on the plant's response in S metabolism to AR, and molecular details of this process are poorly understood [7].

S is an essential mineral element that is required in large amount in plants, animals, and microorganisms [8]. It is uptaken as sulfate and is then assimilated into organic compounds. S is found in two amino acids including cysteine (Cys) and methionine (Met), in oligopeptides including glutathione (GSH) and phytochelatins, in some vitamins and cofactors including biotin, molybdenum cofactor, thiamine and coenzyme A, in phytosulfokin hormones and in a variety of secondary products, all of which are essential in plant nutrition [9]. Finally, S is integrated into some S-containing proteins. S also plays a critical role in catalytic and electrochemical functions in these biomolecules. Disulfide bonds between polypeptides, mediated by Cys, are of great importance in protein assembly and structure [10]. The regulation of sulfate uptake and assimilation has been dissected in great detail [11]–[13], and dynamic adaptations of the integrative gene-metabolite network in response to S deficiency have been deciphered [12], [14], [15].

Proteomic, transcriptomic, and metabolomic approaches can provide the comprehensive profiles of large numbers of gene expression products [16]. The use of these approaches to obtain comprehensive data sets increased rapidly in recent years, especially with respect to the mechanisms underlying plant growth and plant responses to stress [14], [17]. The new high-throughput tools have provided the potential to systematically analyze biological systems and monitor their responses. By conceiving the network architecture and thus the interrelation and regulation of its components, it can be envisioned that it will be possible to comprehend the whole system.

In the present study, we explored whole-cellular processes of S metabolism at the levels of transcriptome and proteome in *Arabidopsis* under AR stress by applying a DNA array and a combination of proteomic and transcrpimic analysis. We depicted a whole picture for the changes of plant S metabolism under AR by combining an amount of multidimensional data. These data can provide novel indications as to reveal the response of the processes related to S metabolism to AR at the levels of the transcriptome and proteome.

## Materials and Methods

### Plant Materials and Growth Conditions

Seeds of *Arabidopsis thaliana*, ecotype Columbia-0 (Col-0) were planted in the mixed matrix with vermiculite and cover soil (2∶1) after vernalization. Then, plants were grown in controlled growth chamber with a light/dark regime of 16/8 hr, temperature of 23/20°C and a light intensity of 150 µmol m^−2^ s^−1^ photosynthetically active radiation (PAR). After 3 weeks, the seedlings were sprayed by simulated acid rain (AR, pH 3.0) at 5 ml per seedling, meanwhile, the seedlings were sprayed with control solution (CK, pH 5.6) which had the same ion composition as AR. The AR solution was prepared from H_2_SO_4_ and HNO_3_ in the ratio of 5 to 1 by chemical equivalents, which represents the average ion composition of rainfall in South China [18]. The final concentrations of H_2_SO_4_ and HNO_3_ in the spray solution were 0.45 and 0.09 mM, respectively. The leaves were collected after AR treatment for 3 days and they were immediately frozen in liquid nitrogen (N_2_) and stored at 70°C for subsequent protein/RNA extraction and enzyme for protein and RNA extraction assays. The phenotype of the treated and control groups were shown in Figure S1 after AR treatment. Each experiment was repeated at least three times.

### Microarray Analysis

For Affymetrix GeneChip analysis, the materials were treated the same as described above. 20 mg of total RNA from leaves of *Arabidopsis* with or without AR treatment was extracted using the RNeasy plant mini kit (Qiagen), and the product was used to make biotin-labeled cRNA targets. The Affymetrix *Arabidopsis* ATH1 genome array GeneChip, which contains >22,500 probe sets representing-24,000 genes, was used. Hybridization, washing, and staining were performed according to the manufacturer's instructions. Image processing was performed using Affymetrix GeneChip Operating System (GCOS). Normalization and expression estimate computation were calculated from the. CEL output files from the Affymetrix GCOS 1.1 software using RMA implemented in R language using standard settings. Statistical testing for differential expression was performed with logic-t analysis. All microarray expression data are available at the Gene Expression Omnibus under the series entry GSE52487. Functional categories were assigned to genes using the AGI number to search the MIPS database (http://mips.gsf.de/cgi-bin/proj/thal/) and the *Arabidopsis* Information Resource website, TAIR (http://www.arabidopsis.org/).

### Total Protein Extraction and Two-dimensional Electrophoresis

Proteins were extracted under denaturing conditions, according to the phenol procedure [19]. Briefly, one gram of frozen lyophilized tissue powder was re-suspended in 3 mL ice-cold extraction buffer (100 mM PBS, pH 7.5) containing 100 mM EDTA, 1% PVPP w/v, 1% Triton X-100 v/v, 2% b-mercaptoethanol v/v. After centrifugation at 4°C, 15,000 *g* for 15 min, the upper phase was transferred to a new centrifuge tube. Two volumes of Tris-saturated phenol (pH 8.0) were added and then the mixture was further vortexed for 10 min. Proteins were precipitated by adding five volumes of ammonium sulfate saturated-methanol, and incubating at −20°C for at least 4 h. After centrifugation as described above, the protein pellet was re-suspended and rinsed with ice-cold methanol followed by ice-cold acetone twice, and spun down at 15,000 *g* and 4°C for 5 min after each washing. Finally, the washed pellets were air-dried and recovered with lysis buffer containing 7 M urea, 2 M thiourea, 2% CHAPS, 13 mM DTT and 1% IPG buffer. The sample containing 800 µg of total proteins was subsequently loaded onto an IPG strip holder with length 17 cm, pH 4–7 linear gradient IPG strips (GE Healthcare, Sweden), and rehydrated for 24 h at room temperature. Strips were covered with mineral oil to prevent evaporation. Then IEF was performed as the following: 300 V for 1 h, 600 V for 1 h, 1000 V for 1 h, a gradient to 8000 V for 2 h, and kept at 8000 V for 64,000 V·h. After focusing, the strips were equilibrated with equilibration solution (50 mM Tris, pH 8.8, 6 M urea, 30% glycerol, 2% SDS) containing 1% DTT, and subsequently 4% iodoacetamide for 15 min for each equilibration solution. The separation of proteins in the second dimension was performed with SDS polyacrylamide gels (12%) on an Ettan DALT System (GE Healthcare, Sweden) and sealed in with 0.5% agarose, and run at 10 mA for electrophoresis. Each separation was repeated 3 times to ensure the protein pattern reproducibility.

### Protein Staining and Image Analysis

The SDS-PAGE gels were stained by the CBB R250. 2-DE gels were scanned at 600 dots per inch (dpi) resolution with a scanner (Uniscan M3600). 2-D gel analysis was performed by PDQuest software (Bio-Rad). For each gel, a set of three images was generated, corresponding to the original 2-D scan, the filtered image, and the Gaussian image. The Gaussian image containing the three-dimensional Gaussian spots was used for the quantification analysis. The intensity of each protein spot was normalized relative to the total abundance of all valid spots. After normalization and background subtraction, a matchset was created by comparing the control gels. All spots were then submitted to further analysis to test whether or not their expression levels were affected by AR treatment and those that increased or decreased significantly more than 2-fold change were then identified by MALDI TOF/MS. The apparent *M*r of each protein in gel was determined with protein markers.

### Protein Identification

Excised gel spots were washed several times with destaining solutions (25 mM NH_4_HCO_3_ for 15 min and then with 50% v/v ACN containing 25 mM NH_4_HCO_3_ for 15 min). Gel pieces were dehydrated with 100% ACN and dryed, then incubated with a reducing solution (25 mM NH_4_HCO_3_ containing 10 mM DTT) for 1 h at 37°C, and subsequently with an alkylating solution (25 mM NH_4_HCO_3_ containing 55 mM iodoacetamide) for 30 min at 37°C. After reduction and alkylation, gels were washed several times with the destaining solutions and finally with pure water for 15 min, before dehydration with 100% ACN. Depending on protein amount, 2–3 µL of 0.1 mg µL^−1^ modified trypsin (Promega, sequencing grade) in 25 mM NH_4_HCO_3_ was added to the dehydrated gel spots. After 30 min incubation, 7 µL of 25 mM NH_4_HCO_3_ were added to submerge the gel spots at 37°C overnight.

After digestion, the protein peptides were collected and vacuum-dried. 0.5 µL peptide mixture was mixed with 0.5 µL matrix solution (HCCA at half saturation in 60% ACN/0.1% TFA v/v). A total of 1 µL of reconstituted in-gel digest sample was spotted initially on Anchorchip target plate. The dried sample on the target plate was washed twice with 1 µL of 0.1% TFA, left for 30 s before solvent removal. MALDI TOF MS analysis (ReFlexTMIII, Bruker) was used to acquire the peptide mass fingerprint (PMF). The spectra were analyzed with the flexAnalysis software (Bruker-Daltonics). All spectra were smoothed, and internally calibrated with trypsin autolysis peaks. Then, the measured tryptic peptide masses were transferred through MS BioTool program (Bruker-Daltonics) as inputs to search against the taxonomy of *Arabidopsis thaliana* (thale cress) in NCBI (NCBInr) database. The PMF searched parameters were 100 ppm tolerance as the maximum mass error, MH^+^ monoisotopic mass values, allowance of oxidation (M) modifications, allowed for one missed cleavage, and fixed modification of cysteine by carboxymethyl (Carbamidomethylation, C). The match was considered in terms of a higher Mascot score, the putative functions, and differential expression patterns on 2-DE gels. Good matches were classified as those having a Mascot score higher than 60 (threshold). The identification was considered only with a higher MASCOT score, maximum peptide coverage and additional experimental confirmation of the protein spots on the 2-DE gels. The identified proteins were searched within the UniProt and TAIR database to find out if their function was known, then they were further classified using Functional Catalogue software (http://mips.gsf.de/projects/funcat).

### Real-time Quantitative PCR

Verification of differential gene expression was performed by real-time quantitative PCR (qRT-PCR) in the Rotor-GeneTM 6000 real-time analyzer (Corbett Research, Mortlake, Australia) using the FastStart Universal SYBR Green Master (ROX, Roche Ltd., Mannheim, Germany) according to the manufacturer's instructions. Reaction conditions (10 µL volumes) were optimized by changing the primer concentration and annealing temperature to minimize primer-dimer formation and to increase PCR efficiency. The following PCR profile was used: 95°C for 5 min, 40 cycles of 95°C for 30 s, the appropriate annealing temperature for 30 s and 72°C for 30 s, a melting curve was then performed to verify the specificity of the amplification. Each run included standard dilutions and negative reaction controls. Successive dilutions of one sample were used as a standard curve. All the results presented were standardized using the housekeeping gene *Actin2.* The results of the mRNA expression level of genes were expressed as the normalized ratio using the _ΔΔ_Ct method according to Livak and Schmittgen [20]. Ct values of each target gene were calculated by Rotor-Gene 6000 Application Software, and the _Δ_Ct value of the *Actin2* rRNA gene was treated as an arbitrary constant for analyzing the _ΔΔ_Ct value of samples. Three independent pools for each target gene were averaged, and the standard error of the mean value was recorded. The primer sequences used for the gene amplification are described in Table S1.

### Physiological Index

#### Glutathione (GSH) Content

Glutathione (GSH) Content was estimated fluorimetrically according to Karni et al [21]. Half a gram plant material was frozen in liquid nitrogen and ground in 0.5 mL of 25% H_3_PO_3_ and 1.5 mL of 0.1 M sodium phosphate-EDTA buffer (pH 8.0). The homogenate was centrifuged at 10,000 *g* for 20 min to obtain supernatant for the estimation of GSH. The supernatant was diluted four times with phosphate-EDTA buffer (pH 8.0). The assay mixture for GSH estimation contained 100 mL of the diluted supernatant, 0.9 mL of phosphate-EDTA buffer and 100 mL of *O*-phthalaldehyde solution (1 mg : 1 mL). After thorough mixing and incubation at room temperature for 15 min, the solution was transferred to a quartz cuvette and the fluorescence at 420 nm was measured after excitation at 350 nm.

#### Ser Acetyltransferase Activity

Ser acetyltransferase (SAT) activity was measured according to the method described by Youssefian et al [22]. The incubation mixture with final volume of 240 µL contained 12 µM KPO_3_, 16 µM Ser, 30 µg BSA, 0.5 µM acetyl CoA, 1 µM Na_2_S, and an appropriate amount of extracts. The reaction was started by addition of the extracts and continued for 20 min at 25°C and was terminated by addition of 400 µL 4 M HCl. The tubes were centrifuged at 15,000 *g* for 3 min and to an aliquot of 200 µL supernatant, 200 µL modified ninhydrine reagent was added. The mixture was heated at 100°C for 10 min and cooled rapidly on ice, then 400 µL 98% ethanol was added and the absorbance was determined at 560 nm. The calibration curve was established by adding known amounts of L-Cys to the assay mixture and measuring these without incubation.

#### Amino Acid Content

The samples of plant material (0.5 g) were mixed with 1 ml of extraction solution (60% methanol, 25% chloroform, and 15% water) at 42°C for 10 min. After brief centrifugation, the supernatant was collected and the residue was extracted with the same mixture solution again, then both supernatants were combined. After adding the chloroform (1 mL) and water (1 mL), the resulting mixture was centrifuged again and the upper water-methanol phase was collected. Then the supernatants were dried in a vacuum desiccator, and then dissolved in 200 µL of water. The concentration of free amino acids was determined using *O*-phthalaldehyde reagent, followed by measuring the 335/447 nm fluorescence. Amino acid analyses were performed by the ion-exchange chromatography technique with a Hitachi model L-8800 amino acid analyzer (Hitachi Co. Ltd., Tokyo, Japan) with a column packed with Hitachi custom ion-exchange resin.

### Statistical Analysis

Each experiment was repeated at least three times. Values in figures and tables were expressed as means ± SE. The statistical significance of the data was analyzed using univariate analysis of variance (*p*<0.05) (one-way ANOVA; SPSS for Windows, version 11.0).

## Results and Discussion

### Integrative Proteomic and Transcriptomic Analysis on S Metabolism

In order to investigate the expression changes of proteins related to S metabolism under AR treatment, we analyzed the expression patterns of AR responsive proteins using a proteomic approach. The proteins were separated by 2-DE. On CBB-stained 2-DE gels, over 1500 highly reproducible protein spots in the p*I* range of 4–7 were revealed. 2-DE maps of the leaf proteome are shown in Figure 1A. Close-up views of several protein spots are shown in Figure 1B. Sixteen proteins related to S metabolism were identified and thereafter the functional categories were assigned to proteins using the AGI number to search the MIPS database (Figure 2A). Detailed information including the description of proteins, the MOWSE scores, theoretical p*I* values, molecular weights (*M*r) and peptides matched of those 16 proteins which are related to S assimilation and primary/secondary metabolism are shown in Table 1 and Table S2.

**Figure 1:**
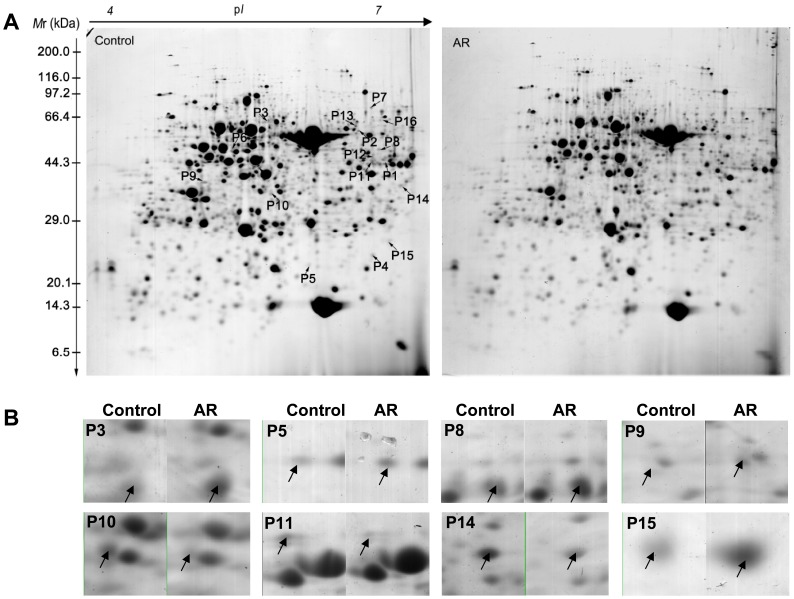
Protein expressions of *Arabidopsis thaliana* leaves after simulated acid rain (AR) treatment for 3 days (A). Molecular weight (*M*r) in kilodaltons and p*I* of proteins are indicated on the left and top of the representative gel, respectively. Sixteen spots related to sulfur metabolism with at least a 2-fold change under AR stress are indicated. Close-up view of some differentially expressed protein spots (B).

**Figure 2:**
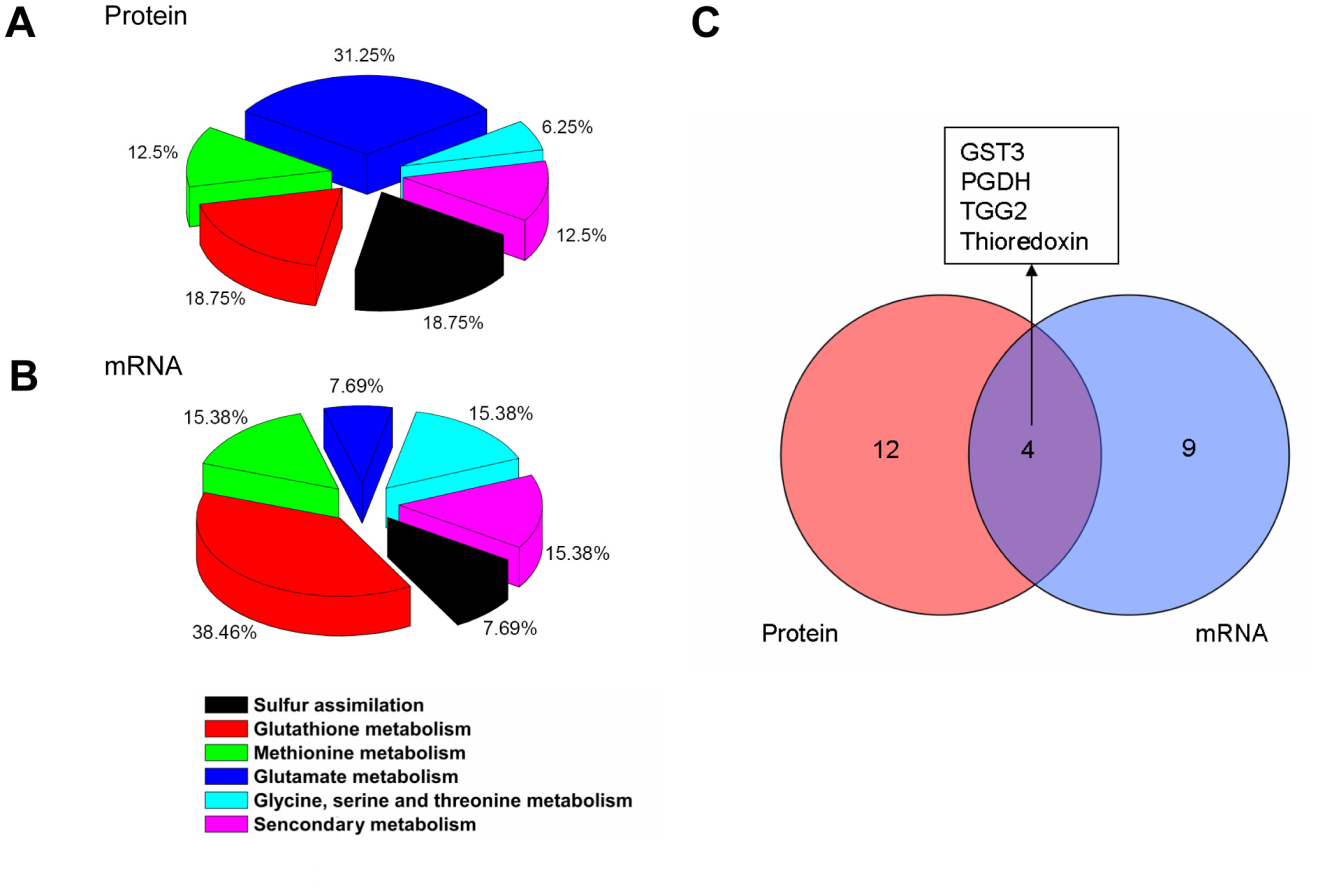
Functional classification of the significant differential expression proteins (A) and genes (B) after simulated acid rain (AR) treatments in *Arabidopsis thaliana*. Venn diagram shows the number of overlapped genes or proteins between gene and protein expression profiles after AR treatment (C).

**Table 1:** Identification of protein spots with a significant 2-fold changes in AR compared with control treatment for *Arabidopsis thaliana* leaves.

Spot	Accession number	Protein identity	Theo. M_r_ (kDa)/p*I*	Expt. M_r_ (kDa)/p*I*	SC (%)	Mascot score	Fold change	SP/TP	p-value
	**Sulfur metabolism**								
P1	AT4G14880	O-acetylserine (thiol) lyase (OASA1)	34/5.9	42/7.0	32%	88	−3.6±0.21	5/13	1.1×10^−3^
P2	AT2G43750	(OAS-TL) isoform oasB (OASB)	42/8.2	42/7.0	21%	89	−4.0±0.30	6/15	9.8×10^−6^
P3	AT3G22890	ATP sulfurylase (APS)	51/6.8	51/6.3	23%	91	2.4±0.12	7/13	4.8×10^−16^
	**Glutathione metabolism**								
P4	AT5G41670	6-phosphogluconate dehydrogenase family protein (6-PDG)	53/5.5	54/5.6	19%	71	3.5±0.22	6/16	1.6×10^−4^
P5	AT5G16710	glutathione dependent dehydroascorbate reductase (DHAR3)	29/7.9	28/7.0	41%	68	4.4±0.31	11/31	6.0×10^−13^
P6	AT1G02920	glutathione S-transferase (GST3)	24/6.6	24/6.1	50%	67	2.9±0.16	8/29	1.2×10^−9^
	**Methionine metabolism**								
P7	AT3G17390	S-adenosylmethionine synthetase (MTO3)	43/5.6	43/5.5	46%	95	2.3±0.14	15/32	7.6×10^−9^
P8	AT5G17920	Methionine synthase (MetS)	84/6.5	85/6.1	31%	139	2.3±0.11	17/24	1.5×10^−4^
	**Glutamate metabolism**								
P9	AT1G23310	glutamate-glyoxylate aminotransferase (GGT1)	53/6.9	49/6.6	24%	87	2.1±0.05	21/36	1.2×10^−3^
P10	AT1G66200	glutamine synthase clone R2 (GSR2)	39/4.9	39/5.1	28%	95	−2.4±0.14	10/17	1.5×10^−2^
P11	AT3G17820	glutamate-ammonia ligase (GLD)	39/5.9	39/5.7	47%	92	−3.0±0.18	14/22	6.1×10^−7^
P12	AT5G63570	glutamate-1-semialdehyde 2,1-aminomutase (GSA)	50/6.9	51/6.4	27%	99	−3.9±0.21	11/27	1.5×10^−13^
P13	AT3G17240	lipoamide dehydrogenase (LPD)	54/7.0	54/6.6	32%	86	2.9±0.22	10/23	5.6×10^−3^
	**Glycine, serine and threonine metabolism**								
P14	AT4G34200	phosphoglycerate dehydrogenase (EDA9)	63/6.5	64/6.3	23%	106	−3.3±0.20	15/27	6.5×10^−2^
	**Others**								
P15	AT4G03520	thiol-disulfide exchange intermediate (TRX5)	20/9.6	21/6.9	34%	90	4.0±0.18	5/9	2.4×10^−9^
P16	AT5g25980	thioglucoside glucohydrolase (TGG2)	63/7.5	62/7.1	33%	180	3.6±0.14	14/21	2.1×10^−4^

To further examine the responses of *Arabidopsis* to AR, we applied transcript profiling employing the Affymetrix AH1 chips covering 24,000 genes to analyze the changes in gene expression patterns. 

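Leaves of Col-0 seedlings, 3 weeks old when sprayed, were compared 3 days after spraying with simulated acid rain (AR, pH 3.0) or control solution (CK, pH 5.6), with 3 ATH1 arrays for each group, described as biological replicates 1 to 3. The deposited values are log2 signals of 22810 probe sets, of which 64 are control probe sets. On every array the mean linear signal, leaving out 2% of the probe sets at each end, was 500, which is the global scaling of the GCOS software. The array methods name RMA, which does not scale arrays to such a target. The lower quartile of the values ran from 4.95 to 5.34 between arrays, and some values lay below 0. The values were used as deposited, with medians of 7.42 to 7.53 on the log2 scale, and AR was compared with CK at the 22746 other probe sets with limma and Benjamini-Hochberg adjustment. The number of arrays limits the precision. Variation shared by same-numbered arrays stays in the intervals below, since the fit held no replicate block. With that block the intervals of most genes of Table 2 were narrower. The median SD within groups was 0.44 over all probe sets and 0.31 with the dimmest left out. Genes are named below only where Table 2 pairs a probe set with a locus, since the deposited table does not pair them.

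Pearson's r over the probe sets lay between 0.90 and 0.94 for every pair of arrays. The first principal component of the 15164 brighter probe sets took up 56.1% of the variance and set the arrays of replicate 3 in both groups (47.8 in CK and 66.1 in AR) apart from the other 4 arrays (−36.6 to −21.9). The second, with 17.3% of the variance, placed the AR arrays (13.5 to 24.8) above the CK arrays (−34.4 to −2.18). The log2 ratio of the 3′ over the 5′ actin control probe sets, a measure of RNA quality, was 3.42 ± 0.93 (SD, n = 3) in CK and 3.61 ± 0.78 (SD, n = 3) in AR (exact permutation test, two-sided p = 0.5). That of GAPDH was 1.13 ± 0.27 (SD, n = 3) in CK and 1.12 ± 0.13 (SD, n = 3) in AR (p = 1 from the same exact test). That of ubiquitin was lower on the AR arrays, 1.51 ± 0.14 (SD, n = 3) against 1.74 ± 0.13 (SD, n = 3) in CK (a difference of −0.23, and of −0.092 after quantile normalization), and reached the smallest p that 3 arrays against 3 allow (p = 0.1 from the same exact test), as did a second set of ubiquitin controls, with a difference of −0.16.

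**Figure D1:**
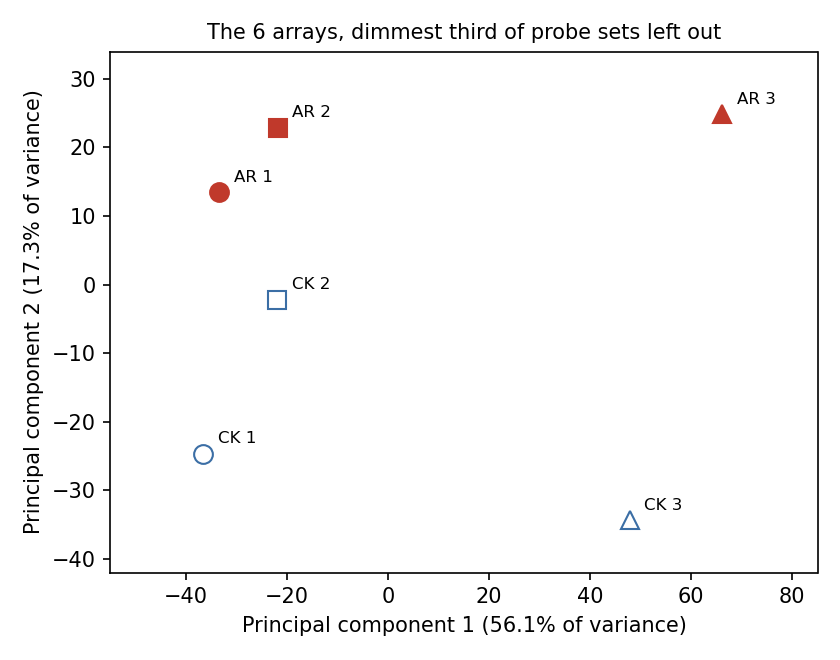
Principal components 1 (horizontal) and 2 (vertical) of the log2 signals of the 6 arrays, with the lowest-signal part of the probe sets left out. Open blue symbols are CK and filled red symbols are AR, and the shape gives the replicate (circle 1, square 2, triangle 3). The triangles lie at 47.8 and 66.1 on component 1 and the other 4 arrays below 0.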

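Of the 13 genes of S metabolism and related pathways listed in Table 2, the one with the largest difference between AR and CK leaves on these arrays was the gene given there as TGG2, a thioglucoside glucohydrolase (myrosinase), at the locus At1g52040. RefSeq (TAIR10.1) names this locus MBP1, a myrosinase-binding protein, and myrosinases hydrolyze glucosinolates. Its log2 signal was 9.41 ± 0.51 (SD, n = 3 arrays) in CK and 11.27 ± 0.81 (SD, n = 3 arrays) in AR. The log2 fold change was 1.86 (95% confidence interval 0.63 to 3.09), and all 3 AR arrays lay above all 3 CK arrays (exact permutation test, two-sided p = 0.1, the smallest p that 3 arrays against 3 allow). The difference had an adjusted p of 0.78 over all probe sets from limma and of 0.136 adjusted over the list alone. Its probe set, whose identifier ends in _s_at, can hybridize with transcripts of related genes. The differences of 10 of the 13 genes were smaller than 1.5-fold either way, and 7 of the 13 had the sign that Table 2 gives.

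None of the 13 passed the limma test at an adjusted p under 0.05, over all probe sets or adjusted over the list alone, and 1 had an unadjusted p under 0.05. The list was chosen by the study on these samples, so the second count is not independent evidence. In simulated data with the spread of these arrays, limma recovered 0 of 100 probe sets changed by 2-fold. The count over all probe sets therefore does not exclude changes of that size. Between the arrays of replicate 3 and the other arrays, 3 of the 13 (SAT, GPX6 and SAMDC) passed the same threshold over all probe sets. That grouping was taken from these data, so it is not a planned test like that of AR against CK.

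**Figure D2:**
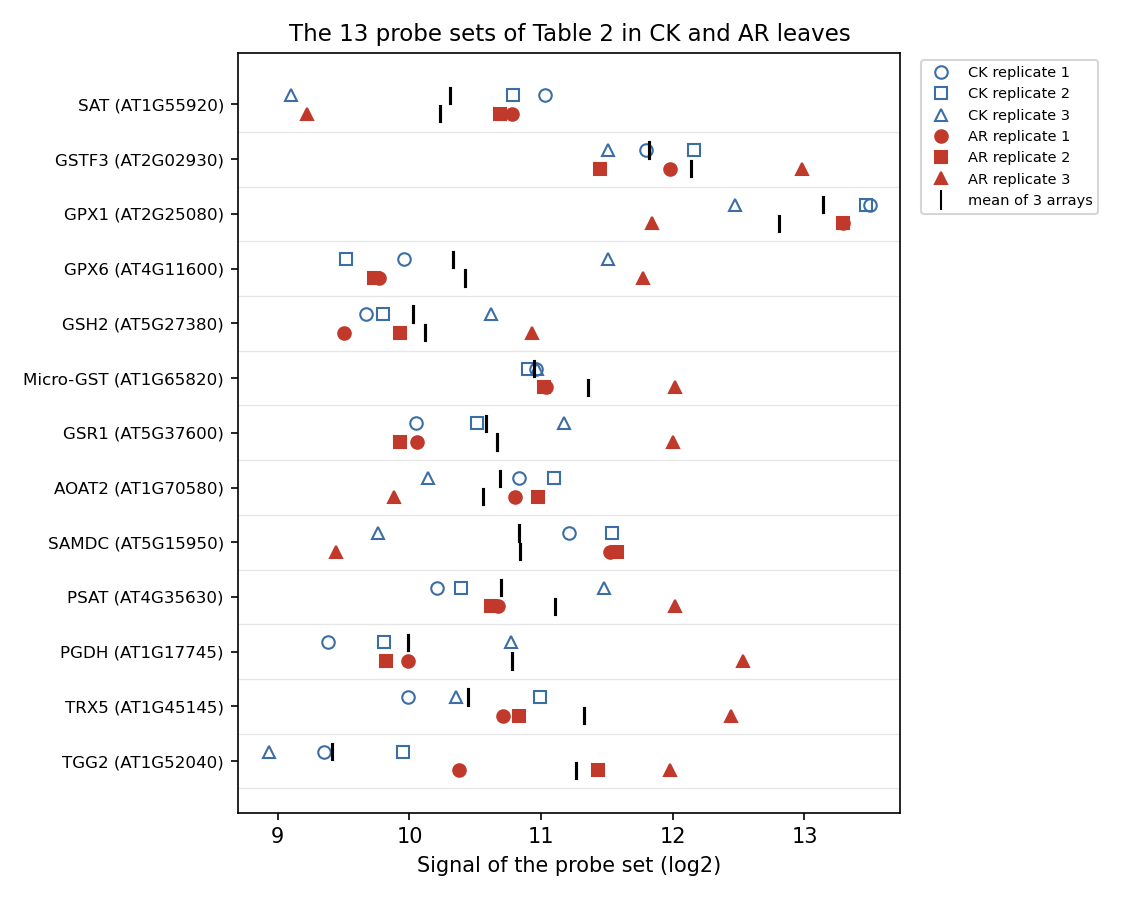
Log2 signal (horizontal axis) of the 13 probe sets of Table 2 (rows, named as in that table) on each array. Open blue symbols are CK, filled red symbols are AR, the shape gives the replicate and black bars are means of 3 arrays. The AR and CK symbols overlap in range for all genes but Micro-GST and the gene given as TGG2, and for 9 of the 13 genes the triangles of both groups lie on one side of all other symbols (above for GPX6, GSH2, GSR1, PSAT and PGDH, below for SAT, GPX1, AOAT2 and SAMDC).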

In total, 13 genes which dramatically changed their expression were found related to S metabolism (Table 2). A list of the 13 S metabolism related genes significantly regulated at the transcript level, having been re-annotated and classified into functional classes as defined by MIPS database, is provided in Table 2.

**Table 2:** Differentially expressed transcripts induced by AR for *Arabidopsis thaliana* leaves.

Probe ID	NO.	Gene name	Accession number	Description	Fold change	*p*-Value
	**Sulfur metabolism**					
260602_at	G1	SAT	At1g55920	Serine acetyltransferase	2.3±0.03	4.3×10^−4^
	Glutathione metabolism					
266746_s_at	G2	GSTF3	At2g02930	Glutathione S-transferase	2.3±0.06	3.7×10^−3^
264383_at	G3	GPX1	At2g25080	Glutathione peroxidase	2.7±0.02	6.5×10^−5^
254890_at	G4	GPX6	At4g11600	Ggutathione peroxidase	2.5±0.01	6.2×10^−5^
246785_at	G5	GSH2	At5g27380	Glutathione synthetase	2.3±0.04	1.7×10^−3^
262932_at	G6	Micro-GST	At1g65820	Microsomal glutathione S-transferase	2.0±0.05	1.7×10^−3^
	Glutamate metabolism					
249581_at	G7	GSR1	At5g37600	Cytosolic glutamine synthetase	−2.4±0.03	3.2×10^−4^
260309_at	G8	AOAT2	At1g70580	Glutamate-glyoxylate transaminase	−2.6±0.07	1.1×10^−2^
	Methionine metabolism					
246490_at	G9	SAMDC	At5g15950	S-adenosylmethionine decarboxylase	−3.5±0.07	1.3×10^−3^
	Glycine, serine and threonine metabolism					
253162_at	G10	PSAT	At4g35630	Phosphoserine amintransferase	−2.5±0.02	2.4×10^−4^
259403_at	G11	PGDH	At1g17745	Phosphoglycerate dehydrogenase	−2.5±0.01	1.3×10^−4^
	Other metabolism					
260943_at	G12	TRX5	At1g45145	Cytosolic thioredoxin	3.3±0.06	1.9×10^−2^
265058_s_at	G13	TGG2	At1g52040	Thioglucoside glucohydrolase	5.4±0.09	2.1×10^−2^

From our results, the differentially expressed proteins and genes under AR covered each step of S metabolism pathways according to their functional categories, including S uptake, transportation, reduction, assimilation and S-containing amino acids and other derivates synthesis metabolisms (Figure 2A and B). 

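By functional class, the array differences between AR and CK went in both directions and none passed the test. The 5 genes of glutathione metabolism (GSTF3, GPX1, GPX6, GSH2 and Micro-GST) had log2 fold changes between −0.34 and 0.41, 4 of them above 0 and 1 below. Both genes of glutamate metabolism lay close to 0, at −0.14 and 0.08. The pair of genes of glycine, serine and threonine metabolism (PSAT and PGDH) had differences of 0.41 and 0.79. Sulfur metabolism and methionine metabolism were each represented by a single gene (SAT and SAMDC). The class of other metabolism held TRX5 and the gene given as TGG2, with a median of 1.37. Without AR replicate 3 the sign turned for 9 of the 13 genes. Among them were GSTF3 (−0.11), GPX6 (−0.58), GSH2 (−0.32), GSR1 (−0.58), PSAT (−0.045) and PGDH (−0.081), and the value of TRX5 fell to 0.32. This kept CK replicate 3, which also stood apart, so these values mix in the offset of replicate 3. Without replicate 3 of both groups the sign turned only for GSTF3, GSH2 and GSR1, while PSAT stayed at 0.35 and PGDH at 0.31. These classes are those of Table 2 and were drawn by the study from these samples. Sulfate uptake and reduction have no probe set in that table and were not analysed here. From the categories of the listed genes and proteins, the paper reasons that the changes under AR span the pathways of S metabolism.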

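At the transcript level, thioredoxin TRX5 (At1g45145), a small redox protein of the cytosol, had a log2 signal of 10.45 ± 0.50 (SD, n = 3) in CK and 11.33 ± 0.96 (SD, n = 3) in AR. Its log2 fold change of 0.88 (95% confidence interval −0.49 to 2.25) did not pass the limma test (adjusted p = 1), and the AR array of replicate 3, at 12.44, lay above the other AR arrays at 10.71 and 10.83. Phosphoglycerate dehydrogenase (PGDH, At1g17745), the enzyme that opens the phosphorylated pathway of serine synthesis, measured 9.99 ± 0.71 (SD, n = 3) in CK against 10.78 ± 1.52 (SD, n = 3) in AR, an interval of −1.26 to 2.85 for the log2 difference. For the glutathione S-transferase GSTF3 (At2g02930) the difference was 0.32 with a standard error of 0.44. Without AR replicate 3 the log2 fold change of TRX5 was 0.32, and those of PGDH (−0.081) and GSTF3 (−0.11) lay below 0. With replicate 3 left out of both groups the values were 0.28 for TRX5, 0.31 for PGDH and −0.26 for GSTF3.

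The loci of the changed proteins and of the changed transcripts were compared as well. Table 1 lists 16 loci and Table 2 lists 13, and no locus stands in both. The 4 names in the overlap of Fig. 2C (GST3, PGDH, TGG2 and thioredoxin) have a different locus in each table. In RefSeq the protein loci are GSTF7, EDA9, TGG2 and ATHM2, and the transcript loci are GSTF3, PGDH, MBP1 and TRX5. The transcripts of the protein loci were not analysed here.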

A Venn diagram of regulated cytosolic mRNA versus regulated proteins shows an overlap of 4 genes (Figure 2C), indicating that a large number of genes are solely regulated either at mRNA or protein level. Similar results were also found in earlier studies [14], [17], [23], [24]. Here are some reasons that may clarify the results. Firstly, proteomic studies suffer from inherent technical shortcomings associated with, for example, protein insolubility, fractionation losses, extreme p*I*, etc [17]. Secondly, despite recent improvements, proteomic technique remains poorly suitable to separate highly hydrophobic, basic or low-abundant proteins [23]. Thus, subcellular membrane proteome, and especially their integral protein moieties, remain poorly accessible [25], [26]. On the other hand, mRNA degradation, alternative splicing, and post-transcriptional regulation of gene expression could also lead to the lack of strong correlations with protein expression status [27].

In order to further confirm and extend the results obtained from proteomic and transcriptomic analysis, we performed quantitative real-time PCR (qRT-PCR) analysis on 12 genes, all of which are very crucial in S metabolism pathways, including S uptake (Sulfate transporter1;2 gene, *SULTR1;2*), reduction (ATP sulfurylase gene, *APS*; APS reductase gene, *APR*) as well as on the genes related to S-containing amino acids synthesis (*O*-acetylserine(thiol)lyase gene, *OASA*; Cysteine synthase gene, *OASB*; Glutathione synthetase gene, *GSH2*) and other S derivates synthesis metabolisms (Glutathione S-transferase gene, *GST3*; Glutathione peroxidase gene, *GPX6*; Cytosolic thioredoxin gene, *TRX5*; Myrosinase gene, *TGG2*; S-adenosylmethionine synthetase gene, *MTO3*; S-adenosylmethionine decarboxylase gene, *SAMDC*). qRT-PCR analysis showed that transcript expression level of genes related to primary sulfur assimilation, such as *APR, APS1, OASA1 GSH2* and *GST3*, were up-regulated (Figure 3). However, the synthesis genes of some S-containing amino acids and derivatives (*MTO3* and *SAMDC*) were down-regulated (Figure 3). The results were highly correlated with those of the array data, thus confirming the results from proteomic and transcriptomic studies. 

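Of the 12 genes assayed by qRT-PCR, 4 have a probe set in Table 2 at the locus that RefSeq gives for the assayed gene (GSH2, GPX6, GST3 and TRX5). SAMDC is matched by its name in the paper alone, since RefSeq gives no symbol for the locus of its probe set. The probe set that Table 2 names TGG2 lies at the locus of MBP1, so the TGG2 assay is not covered. None of the AR minus CK differences of these 5 passed the limma test or reached 2-fold. All 5 lay above 0 on the deposited values, but for 4 of them (GSH2, GPX6, GST3 and SAMDC) the sign turned with another scaling, with array weights or when arrays were left out, and only TRX5 stayed above 0 throughout. Actin 2, the standard of the qRT-PCR, was not analysed as a gene, since the actin control probe sets of the array are not paired with it here. The signal at the 3′ end of actin was 12.29 ± 0.19 (SD, n = 3) in CK and 12.42 ± 0.13 (SD, n = 3) in AR (exact permutation test, two-sided p = 0.4). The 3′ control probe sets of GAPDH and ubiquitin differed by 0.05 and −0.05 on the log2 scale. The other 7 assayed genes were not analysed here.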

However, the change level of differential expression of a single gene was a little different with microarray as described previously [14]

**Figure 3:**
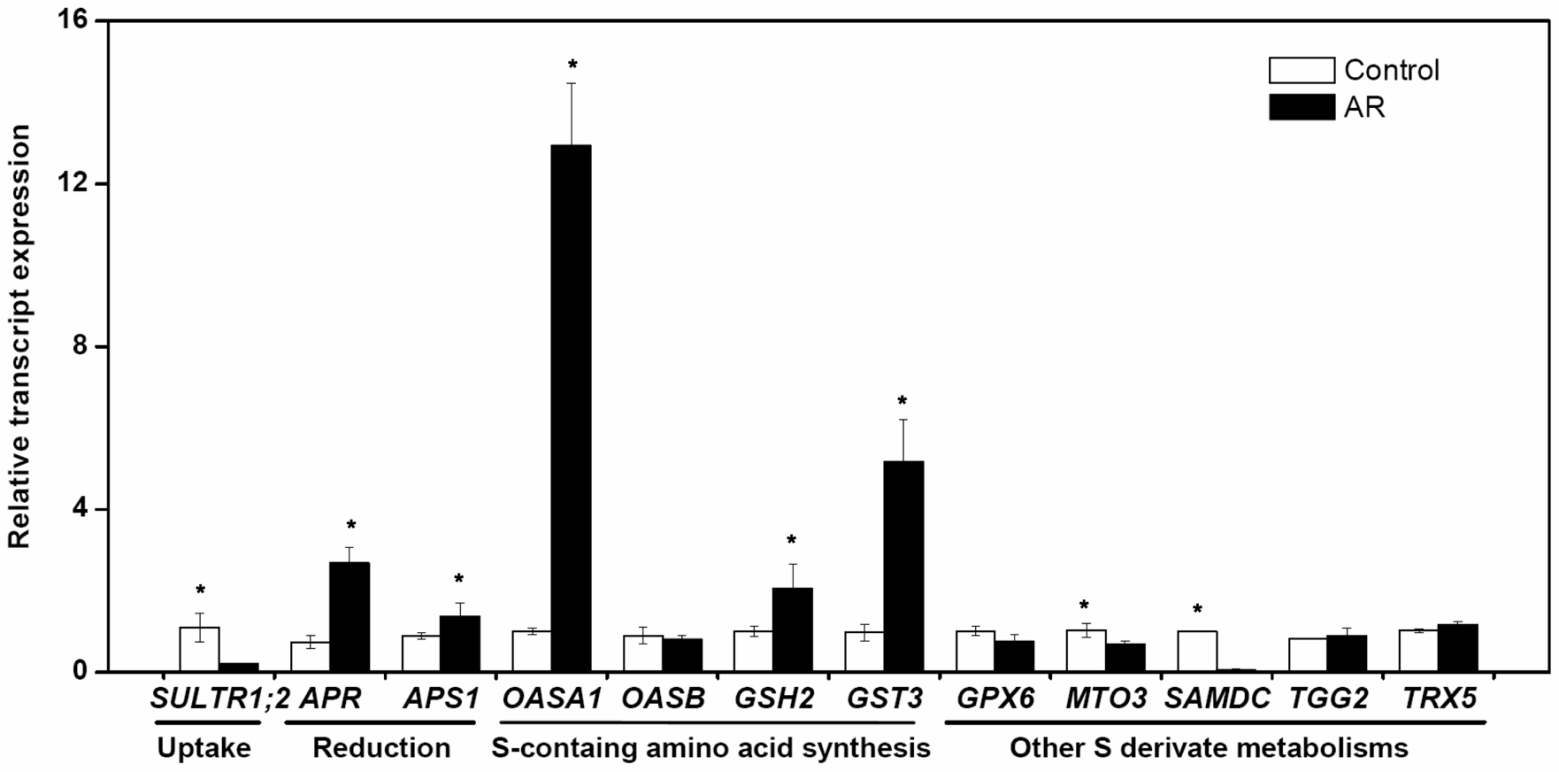
Relative changes in transcript level quantified by qRT-PCR for twelve genes related to sulfur metabolism in *Arabidopsis thaliana* leaves under simulated acid rain (AR). The fold-change values were derived from the average of three replicate measurements. The asterisk indicates significance at *p*<0.05.

### Primary S Assimilation was Activated under AR

The combined proteomic and transcriptomic analysis on our experimental data sets provided a superior view of the complex physiology of *Arabidopsis* in response to AR compared to either proteomic or transcriptomic approach alone. As shown in Figure 4, the proteins/genes data were obtained from the proteomic and genomic microarray expreiments, which revealed a possible systematic AR-responsive mechacnism of S assimilation and related pathways in *Arabidopsis* under AR treatment.

**Figure 4:**
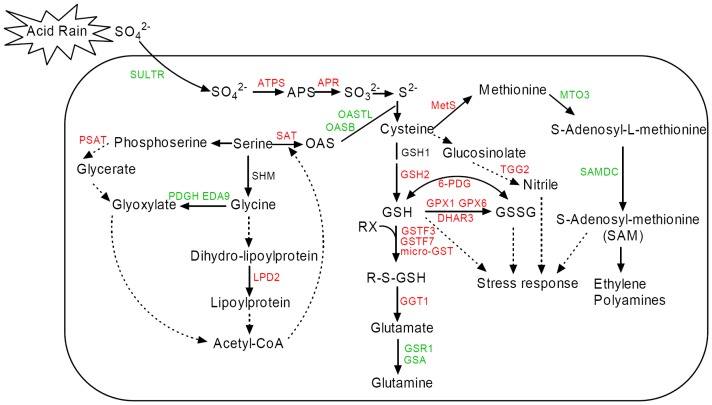
Schematic representation of a possible systematic response mechanism related to sulfur metabolism in *Arabidopsis thaliana* under simulated acid rain (AR) stress. The up- and down- regulated proteins or genes are labeled in red and green. The direct and indirect interaction of proteins or genes are indicated as solid or dotted line, respectively. Combined with our results, this figure was developed from the reviews of Hawkesford *et al*. [56] and Saito [11].

Sulfate (SO_4_^2−^) is the most oxidized and thus a stable form of S presented in the soil. Uptake of S into roots from the soil is almost exclusively via sulfate uptake [8]. In our experiment, we found the expression of sulfate transporter gene (*SULTR 1;2*), which has an important function in S uptake, was reduced under AR treatment. A number of genes encoding the sulfate transporter have been reported in *Arabidopsis* [28]–[30]. They are classified into five subfamilies, named SULTR1 to 5, according to their deduced amino acid sequences. The members in SULTR1 are high-affinity transporters for sulfate. SULTR1;1 and SULTR1;2 of *Arabidopsis* are inducible by sulfate depletion, responsible for initial uptake of sulfate from outside of the plant cell [29]. The transporter is well known to show a strong repression in expression in the presence of an adequate S supply. Transport activity, mRNA pool size and protein expression all decrease under conditions of excess S supply [31], [32]. In our study, AR treatment increased soil sulfate, hence it is not surprising that sulfate transporter gene expression was down-regulated”.

For assimilation, sulfate must be activated by APS, in which sulfate is linked by an anhydride bond to a phosphate residue by consumption of ATP and concomitant release of pyrophosphate [33]. This reaction is catalyzed by APS and is the sole entry step for S metabolism. It is reported that APS mediates the reduction reaction of sulfate to sulfite by APS reductase (APR) in plants, which is subsequently reduced to sulfide by sulfite reductase [32]. Many studies have found that APR is another key enzyme in sulfate assimilation in plants [9], [34]. In our experiment, we found that the increase of APR mRNA accumulation contributes to the higher sulfate assimilation from outside into plant under AR treatment (Figure 4).

The final step in the assimilation of reduced sulfate is the incorporation of S into thiol-containing amino-acid, Cys [11]. Two enzymes, Ser acetyltransferase (SAT) and *O*-acetylserine (thiol) lyase (OASTL), are committed for this step. SAT catalyzes the formation of *O*-acetylserine (OAS) from Ser and acetyl-CoA. Many reports have found that SAT plays an important role in regulating Cys biosynthesis [10], [35], [36]. While the plants were exposed to AR, the expression in gene level of SAT was up-regulated, however, the OASTL and OASTL isoform oasB (OASB) were down-regulated. 

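On the arrays the transcript of SAT (At1g55920, SERAT2;1 in RefSeq) had a log2 signal of 10.31 ± 1.06 (SD, n = 3) in CK and 10.23 ± 0.88 (SD, n = 3) in AR. The log2 fold change was −0.08, with a 95% confidence interval of −1.78 to 1.63, and did not pass the limma test (adjusted p = 1). In each group the array of replicate 3 was the lowest, at 9.10 in CK and 9.22 in AR, while the other 4 arrays lay between 10.69 and 11.03. This shared offset widens the interval, which was −0.56 to 0.41 when the fit held a replicate block. The transcripts of OASTL and OASB were not analysed here.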

All of the expression changes lead to the increased assimilation of inorganic S into Cys. Consequently, the activity of SAT was also up-regulated under AR treatment due to high concentration of sulfate (Figure 5A). Meanwhile, higher level of Cys content was observed in our study (Figure 5B).

**Figure 5:**
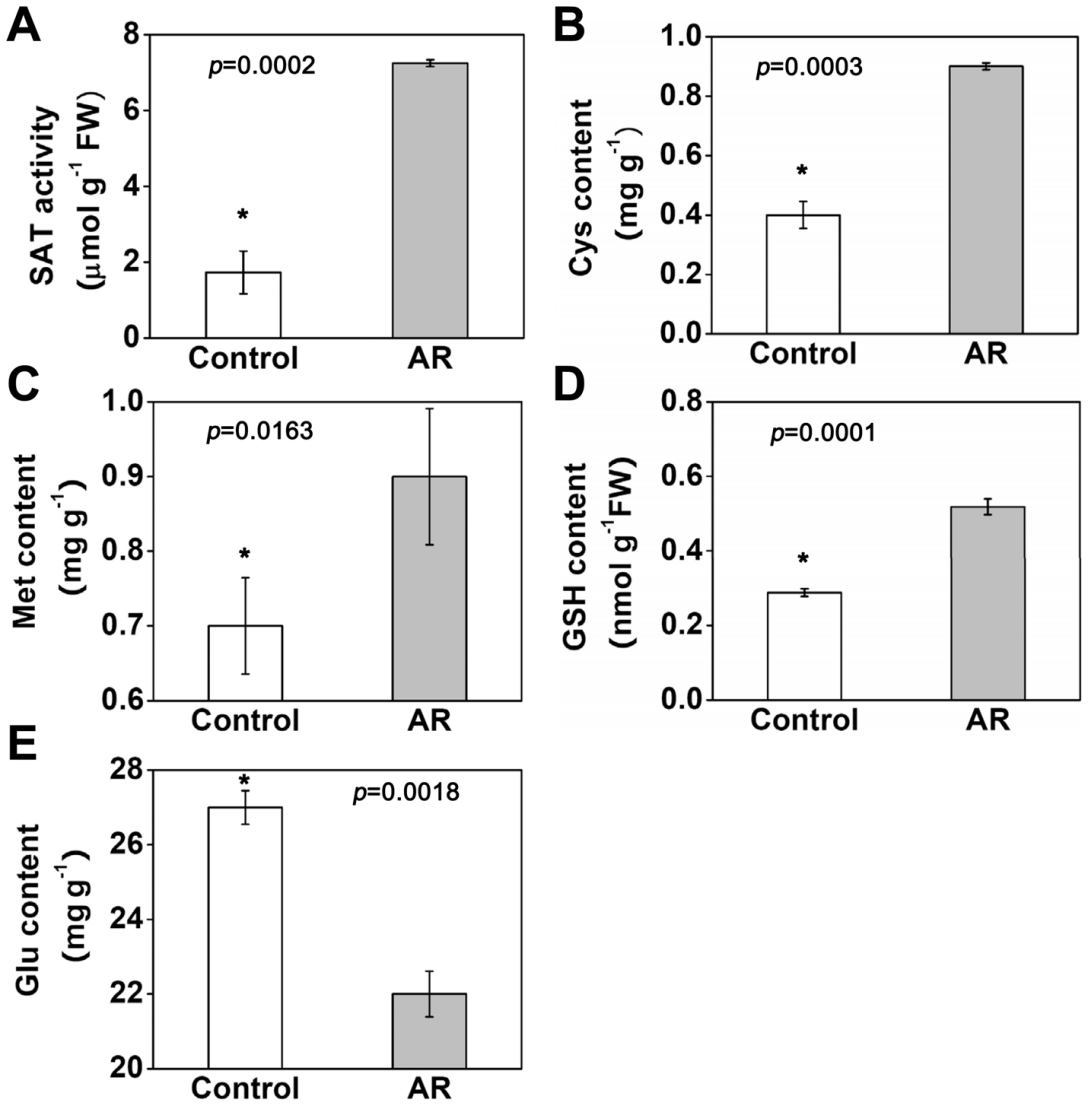
Effects of simulated acid rain (AR) on the reduced glutathione (GSH) content (A), Ser acetyltransferase (SAT) activity (B) and three S-containing amino acid contents (C–E) in *Arabidopsis thaliana*. The values were derived from the average of three replicate measurements. The asterisk indicates significance at *p*<0.05.

Cys is the pivotal sulfur-containing compound regarded as the terminal metabolite in S assimilation and the starting point for biosynthesis of Met, GSH, and a variety of other S-containing metabolites [32]. Therefore, the increased content of Cys eventually led to the increase in Met and GSH contents (Figure 5C and D), as well as the increase in expression of several Met and GSH biosynthesis related genes at transcriptional and protein levels (Figure 4) under AR.

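Glutathione synthetase GSH2 (At5g27380), which adds glycine to gamma-glutamylcysteine in the last step of GSH synthesis, had a log2 signal of 10.03 ± 0.51 (SD, n = 3) in CK and 10.12 ± 0.74 (SD, n = 3) in AR leaves. The log2 fold change of 0.09 (95% confidence interval −1.07 to 1.25) was smaller than the spread between arrays and did not pass the limma test (adjusted p = 1). Within each group the highest signal was on the array of replicate 3 (10.62 in CK and 10.93 in AR). A replicate block in the fit narrowed the interval to −0.44 to 0.62. No gene of Met synthesis has a probe set in Table 2.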

### Downstream Genes and Proteins in S Metabolism Pathway Were Depressed by AR

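Phosphoserine aminotransferase (PSAT, At4g35630), which acts in the phosphorylated pathway of serine synthesis, had a log2 signal of 10.69 ± 0.68 (SD, n = 3) in CK leaves and 11.10 ± 0.79 (SD, n = 3) in AR leaves. The 95% confidence interval of its log2 fold change reached from −0.91 to 1.74. AOAT2 (At1g70580), a glutamate-glyoxylate aminotransferase of photorespiration, measured 10.69 ± 0.50 (SD, n = 3) in CK and 10.56 ± 0.59 (SD, n = 3) in AR, with an interval of −1.15 to 0.88. Neither gene passed the limma test over all probe sets (adjusted p = 1 for both). The arrays of replicate 3 were the highest of their groups for PSAT (11.48 and 12.02) and the lowest for AOAT2 (10.14 and 9.88).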

Different from the primary S assimilation, where more Cys, Met and GSH synthesis process was induced under AR (Figure 4 and 5), the metabolism of some other amino acids and derivatives was depressed under AR. 

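The glutamine synthetase gene GSR1 (At5g37600), which encodes a cytosolic enzyme that joins ammonium to glutamate, had a log2 signal of 10.58 ± 0.56 (SD, n = 3) in CK and 10.66 ± 1.16 (SD, n = 3) in AR. The AR arrays were at 10.06, 9.93 and 12.00 for replicates 1, 2 and 3, and the CK arrays at 10.05, 10.51 and 11.17. A log2 fold change with a 95% confidence interval of −1.52 to 1.68 did not pass the limma test (adjusted p = 1). Fitted with a replicate block, the interval was −0.95 to 1.11. The transcript of GLD was not analysed here.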

In our study, two Glu synthetase (GS) genes (glutamine synthase clone R2 gene, *GSR1*; glutamate-ammonia ligase gene, *GLD*) were down-regulated. GS is a key enzyme in this nitrogen assimilatory process, as it catalyzes the first step in the conversion of inorganic nitrogen (ammonium) into its organic form [37]. Consistently, we detected that the Glu content was greatly decreased under AR treatments (Figure 5E). These results suggested that nitrogen (N) assimilation was inhibited under AR treatments. On the other hand, glutamate-1-semialdehyde 2,1-aminomutase (GSA) is the first committed precursor of porphyrin synthesis in organelles and organisms that use the carbon (C) 5 pathway [38]. As we know, lots of important organic molecules such as chlorophyll are closely related with porphyrin, indicating the C fixation is influenced by AR through GSA mediated porphyrin synthesis pathway. Earlier studies have shown that AR could inhibit respiration and photosynthesis, and further inhibit plant growth [2], [39], which could be an indirect proof of our data. Generally, these results indicated that N and C metabolism were disordered under AR treatment.

In Met cycle, Met is converted to S−Adenosyl Methionine (SAM), which is a methyl donor for numerous reactions. SAM is also a substrate for ethylene, polyamine and phytosiderophore synthesis [40]. The expression of SAMS3, which is a key enzyme in SAM synthesis, was greatly inhibited by AR, suggesting that the Met cycle was influenced by AR treatment. Besides, S-adenosylmethionine decarboxylase gene (*SAMDC*) expression was also depressed under AR in our study (Figure 4). 

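SAMDC (At5g15950), the enzyme that provides the aminopropyl donor of polyamine synthesis, had nearly the same mean log2 signal in both groups, 10.84 ± 0.94 (SD, n = 3) in CK and 10.84 ± 1.22 (SD, n = 3) in AR. Its log2 fold change was 0.01 (95% confidence interval −1.89 to 1.91, adjusted p = 1 from limma), and −0.01 after quantile normalization. When each array was left out in turn it ranged from −0.53 to 0.71. Signals on the arrays of replicate 3 were 9.76 in CK and 9.44 in AR, below the other 4 arrays at 11.21 to 11.58. When the fit held a replicate block, the 95% interval was −0.59 to 0.60.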

Recently, *Arabidopsis* mutant analysis has indicated that *SAMDC* is essential for plant polyamine biosynthesis pathway and play an important role in plant growth and development [41]. In plants, polyamines are not only important for both stress responses and developmental processes but also essential for plant survival [42]. The disorder of polyamines metabolism by AR would lead to more serious plant damage.

### GSH Plays a Crucial Role in Reactive Oxygen Species (ROS) Scavenging under AR

Cys availability has been shown to be the main factor limiting GSH production, both in normal plants and in those that overexpress genes for GSH biosynthesis [43]. Cys is incorporated into GSH that is one of the major redox controllers that plays significant roles in scavenging ROS through the GSH-ascorbate cycle [25] in which the dehydroascorbate reductase (DHAR) reduces dehydroascorbate to ascorbate, while oxidizing GSH to glutathione disulfide [27]. Many enzymes involved in this process were up-regulated in our study which led to the synthesis of more GSH in plant cells (Figure 4). Although some reports indicated that Cys and GSH are negative regulators of gene expression responding to S assimilation [44], [45], there were some other reports that the level of Cys increased in SO_2_ fumigated beech leaves [24]. In spruce trees, exposure to SO_2_ increased the accumulation of GSH and the activation of several scavenging enzymes [46]. An additional effect of SO_2_ fumigation was an increased level of sulfate suggesting that increased content of thiols in response to excessive S deposition is a common phenomenon.

As we know, ROS as a typical secondary stress triggered by AR, can cause severe damage to plants including growth and photosynthesis reduction, and premature senescence as well [47]–[49]. To prevent damage to membranes, chlorophylls and proteins, ROS have to be detoxified by scavenging systems that are consisting of low-molecular weight antioxidants and antioxidative enzymes in the apoplast and the symplast of plant cells [50]. Accumulating evidence further suggests that these adaptive responses of plants to increased ROS levels are mediated by changes in cellular GSH concentrations or the redox status of GSH pool [43].

Direct evidence showing ROS is a signaling component in plants is not yet available. However, several genes involved in S assimilation and synthesis of S-containing amino acids were induced by exposure to O_2_^−^ [48]. In this study, we identified a set of genes and proteins related to GSH metabolism pathways which were greatly up-regulated. For example, the expression of two genes *(GPX1*, *GPX6*) encoding glutathione peroxidases (GPX) was induced under AR in our study. 

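The log2 signal of GPX1 (At2g25080), a glutathione peroxidase of the chloroplast, was 13.14 ± 0.58 (SD, n = 3) in CK and 12.81 ± 0.84 (SD, n = 3) in AR. The 95% confidence interval of its log2 fold change had an upper bound of 0.96 and a lower bound of −1.63. GPX6 (At4g11600) measured 10.33 ± 1.05 (SD, n = 3) in CK and 10.42 ± 1.17 (SD, n = 3) in AR, with an interval of −1.84 to 2.02. Both glutathione peroxidases missed the threshold of the limma test (adjusted p = 1 for each). In the fit with a replicate block the intervals were −0.88 to 0.20 for GPX1 and −0.44 to 0.63 for GPX6. On the arrays of replicate 3, GPX1 had the lowest signal of each group (12.47 in CK and 11.84 in AR) and GPX6 the highest (11.51 and 11.77).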

As we know, GPX is the general name of the enzyme family with peroxidase activity whose main biological role is to protect the organism from oxidative damage. Evidence suggested that GPX activity also plays a role in stress-related signal transduction [51]. The plant glutathione transferases, formerly known as glutathione S-transferases (GSTs) are a large and diverse group of enzymes that catalyze the conjugation of electrophilic xenobiotic substrates with GSH [52]. Besides, GSTs are also important components of the cellular defense against oxidative stress [38]. 

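The microsomal glutathione S-transferase (Micro-GST, At1g65820) had a higher signal on all 3 AR arrays than on all 3 CK arrays (exact permutation test, two-sided p = 0.1, the smallest p that this design allows). Its log2 signal was 10.95 ± 0.04 (SD, n = 3) in CK and 11.36 ± 0.57 (SD, n = 3) in AR, with AR replicate 3 at 12.02 and AR replicates 1 and 2 at 11.04 and 11.02. Without AR replicate 3 the log2 fold change was 0.08. The 95% confidence interval of the log2 fold change, −0.40 to 1.22, held 0, and the limma test was not passed (adjusted p = 1). For GSTF3 the signals were 11.80, 12.16 and 11.51 on the CK arrays of replicates 1, 2 and 3, and 11.98, 11.45 and 12.98 on the AR arrays. The probe set of GSTF3 is likewise marked _s_at and can also hybridize with transcripts of related genes.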

We found GST genes or proteins were induced in both proteomic and transcriptomic experiments. Consistently, numerous studies have revealed that members of the GST super-family are expressed in response to microbial infection, cell division and environmental stresses [53], [54] as well as AR treatment in our pervious study [55].

Surely, acid rain not only disordered S metablism, but also effceted many other pathways. Lots of publications have demonstrated that AR causes a series of damages to plants, which includes destruction of the cell membrane, inhibition of respiration and photosynthesis, as well as disorders in metabolism of glucose, lipids and amino acids. 

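Over the whole array, limma called 0 probe sets higher and 0 lower in AR than in CK at an adjusted p under 0.05, and likewise 0 in each direction with a difference of at least 2-fold. At an unadjusted p under 0.05 there were 552 higher and 481 lower probe sets, 1033 in all, where chance alone would give about 1137 if all arrays were independent. The arrays of replicate 3 stood apart together in both groups, so this condition was not met. Comparisons with chance here thus do not show that AR had no effect. With the replicate number as a block, 1556 probe sets had an unadjusted p under 0.05, and 0 passed after adjustment. That block combined with a variance trend and robust estimation called 61 higher and 6 lower probe sets. With the dimmest probe sets also left out, it called 80 higher and 18 lower. Both combinations were added after the data were seen, among 21 fits, and called none of the genes of Table 2. By the one-way ANOVA of the general statistical methods there were 575 higher and 483 lower at an unadjusted p under 0.05, and 0 after Benjamini-Hochberg adjustment. The array methods name a Logit-t test instead, which needs probe-level data and was not run. The AR arrays all lay on one side of the CK arrays for 9.14% of the probe sets (1058 above and 1021 below), against 10% by chance for 3 arrays against 3 under the same condition.

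Among these, the smallest unadjusted p for a higher signal in AR belonged to a pair of dim probe sets, without a gene name here, with log2 fold changes of 2.79, from a mean log2 signal of 0.89 in CK, and 5.00, from 1.19 in CK. Those for a lower signal belonged to a pair with log2 fold changes of −2.97, to a mean of 3.07 in AR, and −3.51, to 1.12 in AR. All 4 missed the threshold (adjusted p = 0.141, 0.141, 0.141 and 0.258 from limma). In simulated data with the spread of these arrays, limma recovered 36 of 100 probe sets changed by 4-fold and 0 of 100 changed by 2-fold, with 4 false calls. Functional classes beyond Table 2 were not tested, since the deposited table does not pair probe sets with genes.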

Our transcriptomic and proteomic analysis also revealed that the expression of a set of genes and proteins related to primary metabolism, photosynthesis, metabolism of ROS, cellular transport, and signal transduction, were influenced by AR treatment. Due to the complexity of the emerging pattern, further work is required to delineate and confirm the precise effects of AR on metabolism and physiology.

## Conclusion

Using proteomic and transcriptomic methods, we studied the responses of S uptake and metabolic pathways in *Arabidopsis* seedlings exposed to simulated AR. By summarizing the information on the coordination between different metabolic changes, a network of mutual cross-influences in the AR-stress response could be assembled. Apparently, the entire network of S metabolism was coordinately regulated under AR stress. First of all, sulfate uptake and acquisition, that totally control the input of sulfate into S metabolic pathways, have been identified to be in positive correlation with AR. Furthermore, the activation of sulfate also increased as AR was imposed. Thirdly, the biosynthesis from sulfate to S-containing amino acid, for example, Cys and Met and other secondary metabolites were up-regulated under AR stress. Finally, we depicted the coordinating network of S metabolism including S uptake, activation, S-containing amino acid biosynthesis and other S-containing metabolites synthesis under AR stress. This study can help us to understand the mechanisms by which plants adapt to AR environment by alteration of the S metabolism.

## Supporting Information

Figure S1 Injury phenotype of Arabidopsis leaves under simualted acid rain treatment.
(PDF)

Table S1 Primer pairs used in qRT-PCR analysis for 12 sulfur metabolism related genes. Actin 2 was used as a standard to normalize the content of cDNA.
(DOC)

Table S2 The details of identified acid rain stress-responsive proteins in Arabidopsis.
(DOC)

# Supplementary material for: A Combined Proteomic and Transcriptomic Analysis on Sulfur Metabolism Pathways of Arabidopsis thaliana under Simulated Acid Rain
**Source:** PLoS One. 2014 Mar 3;9(3):e90120. doi: 10.1371/journal.pone.0090120
**Supplement:** Figure S1 — Injury phenotype of Arabidopsis leaves under simualted acid rain treatment.

Control

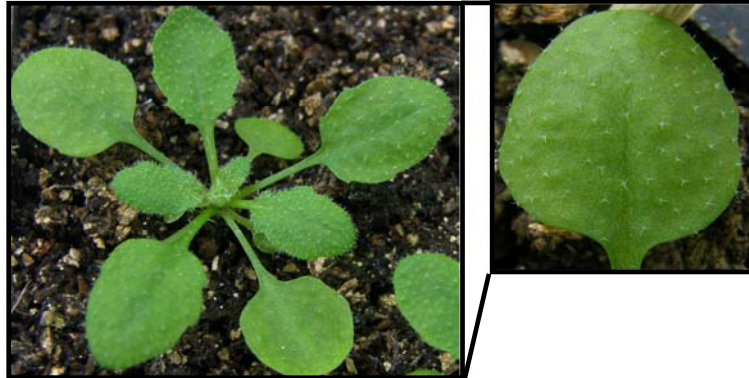

Simulated acid rain treatment

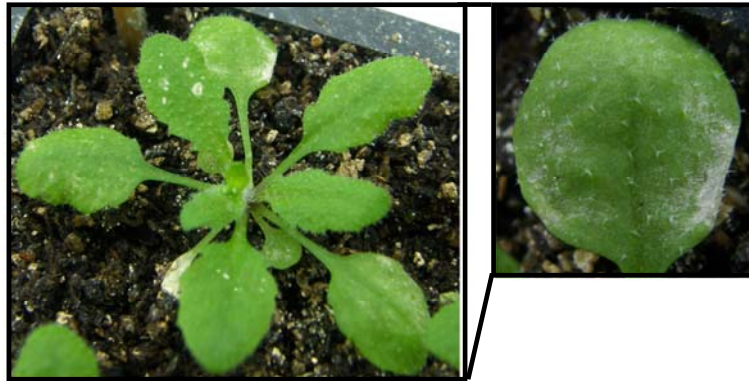

Figure S1: Injury phenotype of Arabidopsis leaves under simulated acid rain treatment

# Supplementary material for: A Combined Proteomic and Transcriptomic Analysis on Sulfur Metabolism Pathways of Arabidopsis thaliana under Simulated Acid Rain
**Source:** PLoS One. 2014 Mar 3;9(3):e90120. doi: 10.1371/journal.pone.0090120
**Supplement:** Table S1 — Primer pairs used in qRT-PCR analysis for 12 sulfur metabolism related genes. Actin 2 was used as a standard to normalize the content of cDNA.

| **ID** | **Name** | **Degenerated Oligo Nucleotide Primer Sequence** | **Orienation** |
| --- | --- | --- | --- |
| 1 | *Sulfate transporter1;2 (SULTR1;2)* | 5' TCACCCACTCGGCATAAAGTTGGAATC 3' | Sense |
|  |  | 5'GAAGACGGATTGGAGACCGAGCATAAACTG3' | Antisense |
| 2 | *APS reductase (APR2)* | 5'AGGGTGATGAAGAATGAAAGAGAATT3' | Sense |
|  |  | 5'AAAGTAGACCAAAAAAGATACATAGAGG3' | Antisense |
| 3 | *ATP sulfurylase (APS1)* | 5'CAAAGAACAACGAAAACCCGCCAGAC3' | Sense |
|  |  | 5'TGCTACAAGGCTTCACAACACAAACG3' | Antisense |
| 4 | *O-acetylserine(thiol)lyase (OASA1)* | 5'CCGTGCTCTAGCGTCAAAGACAGGA3' | Sense |
|  |  | 5'CTTGTTGGCTCAATCAGCACACTCTCT3' | Antisense |
| 5 | *Cystein synthase (OASB)* | 5'TTACCTCTCGACCCAGCTTTTCCAG3' | Sense |
|  |  | 5'GGTTCCTTGTTGGTCACGAAATTACAGA3' | Antisense |
| 6 | *Glutathione systhetase (GSH2)* | 5'CCTGATGCAGAGGATATTCCCAAAAGT3' | Sense |
|  |  | 5'AGCACCATAGACACCGAGTTCTGATAT3' | Antisense |
| 7 | *Glutathione S-transferase (ATGSTF3)* | 5'TTTCACTTTGACCGATCTTCACCACAT3' | Sense |
|  |  | 5'ATCTCAGCCACCCACTCGTTGACACG3' | Antisense |
| 8 | *Glutathione peroxidase (ATGPX6)* | 5'TGCGAAACCACTTTTCAATTCTCATC3' | Sense |
|  |  | 5'AGAGATTTGGGTTCGGAAGAAGCAG3' | Antisense |
| 9 | *S-adenosylmethionine synthetase(MTO3)* | 5'AGACTGCTGCCTATGGTCACTTTGGAA3' | Sense |
|  |  | 5'TTGGACCTTGTTAGACTTGAGTGGCTTG3' | Antisense |
| 10 | *S-adenosylmethionine decarboxylase(SAMDC2)* | 5'AGCGAGGACGAGAAGGAATAGGGAATC3' | Sense |
|  |  | 5'CAGACACAAACACTGGTTTAAGGGAAA3' | Antisense |
| 11 | *Myrosinase (TGG2)* | 5'TGTCTCTTCTTTCTACTTGCTCCATA3' | Sense |
|  |  | 5'CGAGTTTAGTTCAATTTTGGTTTCAT3' | Antisense |
| 12 | *Cytosolic thioredoxin (ATTRX5)* | 5'CACCTTGCCGTTTCATTGCACCAGT3' | Sense |
|  |  | 5'CATCTTTCGCAGCACCGACAACACG3' | Antisense |
|  | *Actin 2* | 5' AACTCTCTGGGTTTTTACTTACGTCTGCG3' | Sense |
|  |  | 5'AGGGAACAAAAGGAATAAAGAGGCATCAA3' | Antisense |

**Supplementary Table S1**. Primer pairs used in qRT-PCR analysis for 12 sulfur metabolism related genes. *Actin 2* was used as a standard to normalize the content of cDNA.

# Supplementary material for: A Combined Proteomic and Transcriptomic Analysis on Sulfur Metabolism Pathways of Arabidopsis thaliana under Simulated Acid Rain
**Source:** PLoS One. 2014 Mar 3;9(3):e90120. doi: 10.1371/journal.pone.0090120
**Supplement:** Table S2 — The details of identified acid rain stress-responsive proteins in Arabidopsis.

| **Spot no**  **Supplemental Table S2** The details of identified acid rain stress-responsive proteins in Arabidopsis.. | **Theo. Mr (kDa)/p*I*** | **Expt. Mr (kDa)/p*I*** | **Coverage** | **Score** | **ID** | **SP/TP** | **p-value** | **Change**  **(Log2)** | **Identity** | **MS peptide sequencee** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| P1 | 34/5.9 | 42/7.0 | 32% | 88 | AT4G14880 | 5/13 | 1.10E-03 | -1.85 | O-acetylserine (thiol) lyase (OASA1) | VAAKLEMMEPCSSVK  DRIGFSMISDAEK  LIITMPASMSTER  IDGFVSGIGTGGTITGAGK  YLSTVLFDATR |
| P2 | 42/8.2 | 42/7.0 | 21% | 89 | AT2G43750 | 6/15 | 9.80E-06 | -2.01 | (OAS-TL) isoform oasB (OASB) | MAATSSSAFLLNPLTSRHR  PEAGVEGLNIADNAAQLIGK  LEIMEPCCSVKDR  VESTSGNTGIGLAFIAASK  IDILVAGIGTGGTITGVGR  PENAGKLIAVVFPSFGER |
| P3 | 51/6.8 | 51/6.3 | 23% | 91 | AT3G22890 | 7/13 | 4.80E-16 | 1.24 | ATP sulfurylase (APS) | TPFLSQPLTK  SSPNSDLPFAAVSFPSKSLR  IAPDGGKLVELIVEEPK  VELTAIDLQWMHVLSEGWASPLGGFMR  LDRFRLSPAELR  ADDVPLDWR  DLYDADHGK |
| P4 | 53/5.5 | 54/5.6 | 19% | 71 | AT5G41670 | 6/16 | 1.60E-04 | 1.81 | 6-phosphogluconate dehydrogenase family protein (6-PDG) | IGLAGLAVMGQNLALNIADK  TTSKVDETLDR  IVEAEK  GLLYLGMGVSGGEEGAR  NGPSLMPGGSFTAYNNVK  EDIGSASR |
| P5 | 29/7.9 | 28/7.0 | 41% | 68 | AT5G16710 | 11/31 | 6.00E-13 | 2.13 | glutathione dependent dehydroascorbate reductase (DHAR3) | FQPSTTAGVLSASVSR  AGFIK  CGSTKPGR  ASITTPNK  LGDCPFCQK  MVDLSNKPEWFLK  VPVVKFDEK  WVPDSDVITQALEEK  LYHMKIALGHYK  NWSVPDSLPFVK  SYMENVFSR |
| P6 | 24/6.6 | 24/6.1 | 50% | 67 | AT1G02920 | 8/29 | 1.20E-09 | 1.52 | glutathione S-transferase (GST3) | VFGHPASTATR  KEPFIFR  EPFIFR  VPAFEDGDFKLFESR  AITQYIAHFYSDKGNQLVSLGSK  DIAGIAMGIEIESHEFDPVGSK  VLDVYEHR  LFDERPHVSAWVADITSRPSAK |
| P7 | 43/5.6 | 43/5.5 | 46% | 95 | AT3G17390 | 15/32 | 7.60E-09 | -1.23 | S-adenosylmethionine synthetase (MTO3) | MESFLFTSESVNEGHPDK  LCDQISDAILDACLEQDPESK  VACETCTK  ANVDYEQIVR  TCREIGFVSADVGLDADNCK  LGAKLTEVR  NGTCPWLR  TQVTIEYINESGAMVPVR  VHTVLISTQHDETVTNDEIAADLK  PVIPEKYLDEK  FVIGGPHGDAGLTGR  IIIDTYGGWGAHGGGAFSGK  DPTKVDR  SGAYIVR  SIVASGLAR |
| P8 | 84/6.5 | 85/6.1 | 31% | 139 | AT5G17920 | 17/24 | 1.50E-04 | 1.13 | Methionine synthase (MetS) | MASHIVGYPR  RELKFALESFWDGK  VSADLRSSIWK  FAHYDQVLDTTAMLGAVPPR  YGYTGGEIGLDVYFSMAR  NASVPAMEMTK  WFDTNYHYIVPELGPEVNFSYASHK  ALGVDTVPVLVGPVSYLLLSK  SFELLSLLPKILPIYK  EVITELK  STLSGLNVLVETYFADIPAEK  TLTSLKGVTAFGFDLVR  VSEEDYVK  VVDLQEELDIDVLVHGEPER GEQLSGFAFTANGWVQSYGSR  PPVIYGDVSR  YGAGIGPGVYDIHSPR |
| P9 | 53/6.9 | 49/6.6 | 24% | 87 | AT1G23310 | 12/36 | 1.20E-03 | 1.04 | glutamate-glyoxylate aminotransferase (GGT1) | ALDYDTLNENVK  GELYLRASELQK  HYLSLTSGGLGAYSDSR  EVAEFIQR  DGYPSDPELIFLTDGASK  GVMQILNCVIR  SQGITVR  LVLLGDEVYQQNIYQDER  EVQLVSFHTVSK  GYWGECGQR PGDISYDQFAR  LMTDGFNSCK |
| P10 | 39/4.9 | 39/5.1 | 28% | 95 | AT1G66200 | 10/17 | 1.50E-02 | -1.28 | glutamine synthase clone R2 (GSR2) | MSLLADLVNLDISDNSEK  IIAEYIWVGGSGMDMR  TLPGPVTDPSK  SFGRDVDAHYK  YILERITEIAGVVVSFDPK  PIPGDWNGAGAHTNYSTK  EEGGYEIIK  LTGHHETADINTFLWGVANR  VGRDTEK  EGKGYFEDR |
| P11 | 39/5.9 | 39/5.7 | 47% | 92 | AT3G17820 | 14/22 | 6.10E-07 | -1.59 | glutamate-ammonia ligase (GLD) | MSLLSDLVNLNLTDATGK  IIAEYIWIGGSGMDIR  TLPGPVTDPSK  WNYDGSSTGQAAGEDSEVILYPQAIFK  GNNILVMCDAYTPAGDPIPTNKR  IFSHPDVAK  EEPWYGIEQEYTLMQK  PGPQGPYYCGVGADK  AIGRDIVDAHYK  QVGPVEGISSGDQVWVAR  ITEISGVIVSFDPK  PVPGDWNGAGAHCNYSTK  NDGGLEVIK  EHIAAYGEGNER |
| P12 | 50/6.9 | 51/6.4 | 27% | 99 | AT5G63570 | 11/27 | 1.50E-13 | -1.98 | glutamate-1-semialdehyde 2,1-aminomutase (GSA) | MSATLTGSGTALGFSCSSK  VSSSPASNR  SEEAFNAAK  NLMPGGVNSPVR  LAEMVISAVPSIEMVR  FVNSGTEACMGVLR  AFTNKEK  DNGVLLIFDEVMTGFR  IIGGGLPVGAYGGR  QAGTYEYLDK  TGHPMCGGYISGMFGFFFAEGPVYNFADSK |
| P13 | 54/7.0 | 54/6.6 | 32% | 86 | AT3G17240 | 10/23 | 5.60E-03 | 1.56 | lipoamide dehydrogenase (LPD) | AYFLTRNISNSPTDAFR  AAQLGLKTTCIEKR  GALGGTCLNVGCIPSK  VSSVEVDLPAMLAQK  DTAVKNLTR  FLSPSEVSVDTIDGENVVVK  VVGVDSSGDGVK  ACVEFIAGK  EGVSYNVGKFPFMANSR  NYDASSEDIAR |
| P14 | 63/6.5 | 64/6.3 | 23% | 106 | AT4G34200 | 15/27 | 6.50E-02 | -1.74 | phosphoglycerate dehydrogenase (EDA9) | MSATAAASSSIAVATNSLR  SPLPSAISVAFPSR  PTILVAEK  LGDAGIK  ISLCDALIVR  SGTKVGR  EVFESSHGR  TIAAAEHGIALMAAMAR  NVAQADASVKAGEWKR  YVGVSLVGK  GGVIDEDAVR  DSKLVQHER  PYVVLAEKLGR  LAVQLVAGGSGVK  ITYASAR |
| P15 | 20/9.6 | 21/6.9 | 34% | 90 | AT4G03520 | 5/9 | 2.40E-09 | 2.01 | thiol-disulfide exchange intermediate (TRX5) | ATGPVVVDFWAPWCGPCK  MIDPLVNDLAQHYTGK  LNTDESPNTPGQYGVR  SIPTIMIFVGGEK  SIPTIMIFVGGEK |
| P16 | 63/7.5 | 62/7.1 | 33% | 180 | AT5g25980 | 14/21 | 2.10E-04 | 1.86 | thioglucoside glucohydrolase (TGG2) | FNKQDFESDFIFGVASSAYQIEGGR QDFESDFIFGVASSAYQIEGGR GLNVWDGFTHR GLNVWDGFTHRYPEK FSFAWSR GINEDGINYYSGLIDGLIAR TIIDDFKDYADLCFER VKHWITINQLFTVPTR HWITINQLFTVPTR GYALGTDAPGR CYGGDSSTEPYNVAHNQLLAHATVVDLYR WFLPYDDTLESK GKYPYIMR IDYLCSHLCFLR |

How the deposited data were processed for this re-analysis (not part of the article)

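Leaf RNA of Arabidopsis Col-0 was measured on 6 ATH1 arrays, 3 from plants sprayed with AR and 3 from plants sprayed with CK, all taken 3 days after spraying. The sample labels call the arrays biological replicates 1 to 3 of each group. The sources used here do not say how the plants of a replicate were grown or pooled, so the p-values measure the spread between these arrays.

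The authors deposited one log2 value per probe set and array, with 22810 probe sets in all. The submitters' processing notes name GCOS 1.1 and RMA, and the array methods name RMA in R with standard settings. The values themselves were tested against this. On each array the linear mean after leaving out 2% of the values at both ends was 500, which is the mark of GCOS signals scaled to a common target. RMA sets no such target. Between 54 and 200 values per array lay below 0. The test fixed before the data were examined, which assumed RMA values, also fits log2 signals and was kept. The Logit-t test of the array methods needs the probe-level data and was not run.

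AR was compared with CK with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, no block and no covariate) at 22746 probe sets, after leaving out 64 control probe sets. No filter on signal was applied. P-values were adjusted by the Benjamini-Hochberg method and the threshold was an adjusted p under 0.05. A difference of at least 2-fold was counted separately. Confidence intervals are 95% intervals from the same fit. Single comparisons used exact permutation tests, two-sided, in which 3 arrays against 3 cannot go below p = 0.1. RNA quality was measured by the log2 ratio of 3′ over 5′ control probe sets of actin, GAPDH and ubiquitin. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The procedure was tested on simulated data with the means and the spread of the real probe sets, in which 200 probe sets were changed by known folds.

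The rule for the genes named in the text took the genes of Table 2, the proteins of Table 1, the qRT-PCR genes and the probe sets with the strongest change on the array. The values of Table 2 had been seen in the paper before. Gene names come from the pairs of probe set and locus in Table 2, all 13 of which matched a probe set of the array and a locus of RefSeq (TAIR10.1). The deposited table does not pair the other probe sets with genes. For this reason the transcripts of the 16 proteins of Table 1, 7 of the 12 qRT-PCR genes and the comparison of protein with transcript changes were not tested. The markers of other cell types and the 34 gene lists drawn up before the data were examined were not tested either. Other probe sets are given without a name.

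The alternatives set beforehand were quantile normalization, equal array medians, a variance trend with robust estimation, array weights, leaving out the dimmest 7582 probe sets, leaving out the 1061 probe sets whose identifiers end in _s_at or _x_at, the replicate number as a block, leaving out each array in turn, and the methods' one-way ANOVA without and with adjustment. Another 5 were added after the data were seen. In total 21 fits of AR against CK over all or most probe sets were made, the first included. The 6 arrays were also regrouped in all 10 possible splits, and the arrays of each replicate number were compared with the other arrays.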

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

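Of the tests in this part, those of scaling and of dim probe sets were set before their results were seen, and the others were chosen after the values had been seen.

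A difference between arrays that the paper does not analyse was larger than that between AR and CK. With the condition in the model, limma called 415 probe sets between the arrays of replicate 3 (both groups together) and the other 4 arrays, 141 higher and 274 lower, and 634 without the condition in the model. The same comparison called 0 probe sets for replicate 1 (1565 at an unadjusted p under 0.05) and 0 for replicate 2 (823 at an unadjusted p under 0.05). There the other arrays include both of replicate 3, whose offset adds to the spread. These counts of 0 therefore do not show that the arrays of replicate 1 or of replicate 2 share no offset.

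For this pattern, RNA degradation in the arrays of replicate 3 predicts higher 3′ over 5′ ratios on both of them than on all others, which held for 0 of 6 control pairs. The mean log2 ratio of replicate 3 was still the highest for GAPDH (1.32 against 0.94 and 1.12) and ubiquitin (1.68 against 1.60 and 1.60). It was not the highest for the remaining pairs. Unequal scaling of the arrays is argued against by the 86.7% of these probe sets that still passed after quantile normalization, and noise of dim probe sets by the 73.3% that lay above the median signal of the array. Processing of same-numbered arrays together stays open: among the 6 ways to pair the CK with the AR arrays, the pairing by number gave the smallest difference in 3′ over 5′ ratios (rank 1), but 6 pairings cannot give a share under 0.167. Plants grown or harvested on another day are likewise open, since the sources used here give no day or batch, and no biological explanation was tested.

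The genes of Table 2 differed more between the arrays of replicate 3 and the others (median size 1.23 on the log2 scale) than between AR and CK (0.32). The first value lay above all 10000 random sets of 13 probe sets of like signal (percentile 100) and the second at percentile 99.4, but the list was chosen by the study on these arrays for its changes, so neither rank tests a random draw of probe sets of like signal, which stays open. On the arrays of replicate 3, 8 of 13 genes moved in the direction of Table 2. This does not test a treated array labelled as CK replicate 3, since the other arrays of the comparison include treated ones, and this too stays open. Such a label would not by itself move AR replicate 3, and both arrays of replicate 3 lay on one side of all 4 other arrays for 9 of the 13 genes. What made these genes vary with the replicate was not found.

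The changes of Table 2 were for the most part not seen in the deposited values. Distribution differences that quantile normalization would remove are argued against as the whole cause, since after quantile normalization 1 of the 13 probe sets differed by at least 2-fold in the direction of Table 2. Whether RMA values from the probe-level data would differ was not tested.

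For the count of probe sets between AR and CK, the 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 1033 probe sets at an unadjusted p under 0.05 and the highest of the others 2235, and 5 of the splits, the real one included, gave as many. All 4 splits that keep both arrays of replicate 3 on one side gave more than the real split. None of the 5 other splits did, so the real split gave the most among those with these arrays apart. This tally restates that the arrays of replicate 3 stand apart and is not independent evidence of it.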

How the results depend on the processing

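The settings named here as added were chosen after the data were seen. The limma fit without further choices called 0 probe sets in either direction between AR and CK (1033 at an unadjusted p under 0.05), and so did 14 of 15 alternatives set before the data were examined, with 592 (without the dimmest probe sets) to 1556 probe sets at an unadjusted p under 0.05 where limma was used. The exception was the methods' ANOVA p unadjusted, with 575 higher and 483 lower probe sets (269 and 176 by at least 2-fold) and 1 of the genes of Table 2, which follows from leaving out the adjustment. The smallest adjusted p in the limma fits among these was 0.0644, without the dimmest probe sets. Detection calls were not used here, so signal over background was not judged.

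Same-numbered arrays of AR and CK share only a number in the labels. Over all probe sets their deviations from the group means correlated at 0.17, 0.06 and 0.26 for replicates 1, 2 and 3. As that of replicate 2 was low, the first fit did not take the numbers to pair the arrays. As a hint from the data, without the dimmest probe sets the values were 0.61, 0.34 and 0.67, and every array correlated best with its own number. The first fit leaves such shared variation in its tests and intervals. The replicate block alone called 0 and 0 probe sets (1556 at an unadjusted p under 0.05). It narrowed the 95% intervals of most genes of Table 2 (−0.56 to 0.41 for SAT). Of the 13, 9 then excluded the paper's fold change, against 4 without it. The added replicate block without the dimmest probe sets likewise called 0 and 0. Of 5 added settings, 2 made calls. The replicate block with trend and robust estimation called 61 higher and 6 lower (54 and 3 by at least 2-fold), and with the dimmest probe sets also left out 80 higher and 18 lower (61 and 6 by at least 2-fold). These combine choices that each gave 0 alone, were found among 21 fits, and called none of the genes of Table 2. Without replicate 3 of both groups the count was 0 and 0, with or without the dimmest probe sets. The causes were not tested.

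None of the 13 genes of Table 2 passed the adjusted threshold in any setting. In 227 of 258 alternative values the sign was that of the first fit, and Micro-GST, TRX5 and the gene given as TGG2 kept it in every setting. Leaving out each array in turn gave log2 fold changes of −0.68 to 0.43 for SAT, −0.11 to 0.66 for GSTF3, −0.67 to 0.15 for GPX1, −0.58 to 0.68 for GPX6, −0.32 to 0.40 for GSH2, −0.58 to 0.45 for GSR1, −0.41 to 0.20 for AOAT2, −0.53 to 0.71 for SAMDC, −0.045 to 0.80 for PSAT, −0.081 to 1.28 for PGDH, 0.081 to 0.58 for Micro-GST, 0.32 to 1.19 for TRX5 and 1.50 to 2.30 for the gene given as TGG2. With array weights the sign turned for GSTF3 (−0.075), GPX6 (−0.019) and GSR1 (−0.22). For SAMDC it turned after quantile normalization (−0.0076) and with equal medians (−0.028). Without replicate 3 of both groups it turned for GSTF3 (−0.26), GSH2 (−0.021) and GSR1 (−0.29), and the values fell to 0.096 for Micro-GST, 0.28 for TRX5 and 1.26 for the gene given as TGG2. The causes were not tested.

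For the 3′ over 5′ control ratios, the AR minus CK difference of actin ranged from −0.35 to 0.63 when each array was left out, and that of GAPDH from −0.11 to 0.15, with 0.021 after quantile normalization against −0.0024 before. That of ubiquitin (−0.23) kept its sign but shrank to −0.092 after quantile normalization. The exact permutation test of these ratios cannot go below p = 0.1. The alternatives for the gene lists, the transcripts of the proteins of Table 1, the protein and transcript correlation and 7 qRT-PCR genes were not run, since the deposited table does not pair probe sets with genes. Leaving out probe sets of several genes was applied by the identifier alone and gives no value for GSTF3 and the gene given as TGG2.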

Differences from the paper's values

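Fold changes are AR over CK, and negative values are CK over AR, as in Table 2. The paper's errors are standard errors, and its methods name RMA and a Logit-t test for the arrays. A value is counted as different where its sign is opposite to the paper's or where the gap on the log2 scale is larger than the SD between arrays within groups, which was larger than the paper's error. By this measure 12 of the 13 fold changes of Table 2 differed from those computed here. By the wider 95% confidence intervals of the limma fit, 4 of the 13 excluded the paper's value (GPX1, AOAT2, PSAT and PGDH). With the replicate number as a block, 9 of the 13 intervals excluded it. The blocked interval was −0.56 to 0.41 for SAT and −0.59 to 0.60 for SAMDC on the log2 scale.

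For genes that the paper lists as higher in AR, the paper's fold change was 2.3 for SAT against −1.05 here, 2.3 for GSTF3 against 1.24, 2.7 for GPX1 against −1.26, 2.5 for GPX6 against 1.07, 2.3 for GSH2 against 1.07, 2.0 for Micro-GST against 1.33 and 3.3 for TRX5 against 1.84. For genes that it lists as lower in AR, the paper's value was −2.4 for GSR1 against 1.06 here, −2.6 for AOAT2 against −1.10, −3.5 for SAMDC against 1.01, −2.5 for PSAT against 1.33 and −2.5 for PGDH against 1.73. For the gene given as TGG2 the gap was smaller than the SD between arrays, though larger than the paper's error, with 5.4 in the paper and 3.62 here.

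Among the alternatives set before the data were examined, the gap to the paper's value was smaller than the SD between arrays without CK replicate 1, CK replicate 2 or AR replicate 3 for SAT, without CK replicate 3, AR replicate 1 or AR replicate 2 for GPX6, and after quantile normalization or without CK replicate 2, AR replicate 1 or AR replicate 2 for TRX5. It did so under none of them for the other 9 genes. For the gene given as TGG2 the gap exceeded this SD with array weights, without CK replicate 3 and without AR replicate 3. Leaving out a single array makes the replicates unequal between groups, so those values mix in the offset of replicate 3. In an added setting, without replicate 3 of both groups, the fold changes were −1.13 for SAT, 1 for GPX6, 1.21 for TRX5 and 2.39 for the gene given as TGG2. All of these differed from the paper's value by the same measure.

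The paper counts 13 genes of S metabolism as changed on the array, and 0 of these probe sets passed here, at an adjusted threshold that the paper does not state. The count was 0 under each alternative set before the data were examined except the methods' one-way ANOVA without adjustment, which called 1, the gene given as TGG2. In simulated data the first fit recovered 0 of 100 probe sets changed by 2-fold and 36 of 100 changed by 4-fold. The paper's folds, except that of the gene given as TGG2, are smaller than 4 in size. A count of 0 therefore does not tell whether they hold.

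The paper gives an overlap of 4 genes between changed proteins and changed transcripts, and by locus 0 are shared between Table 1 and Table 2. No processing setting bears on this count. The locus that Table 2 gives for TGG2, At1g52040, is MBP1 in RefSeq, where TGG2 is At5g25980, the locus of Table 1.

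The paper states that SAT, GPX1, GPX6 and the GSH genes were induced and that GSR1 and SAMDC were depressed by AR. By the sign of the difference, 6 of the 8 genes listed as higher and 1 of the 5 listed as lower went the paper's way on the arrays. The paper states that qRT-PCR and array results were closely correlated. Of the 5 assayed genes covered here, GSH2 and GST3, higher by qRT-PCR, also lay above 0 on the arrays (0.09 and 0.32 on the log2 scale), SAMDC, lower by qRT-PCR, was at 0.01, and GPX6 and TRX5, which carry no mark of significance in Fig. 3, were at 0.09 and 0.88. None of these array differences passed the limma test. Fig. 4 draws PSAT as higher in AR, the sign of its array difference (0.41), while Table 2 lists it as lower.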

Other observations

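Several genes of S metabolism differed between replicates within both AR and CK. The grouping by replicate 3 was taken from these data, so the p-values below are not those of a planned test. With the condition in the model, SAT, which makes the acceptor of sulfide in Cys synthesis, was lower on the arrays of replicate 3 than on the others by a log2 difference of −1.67 (adjusted p = 0.0392 from limma), and SAMDC of polyamine synthesis by −1.86 (adjusted p = 0.0419). The glutathione peroxidase GPX6 was higher there by 1.90 (adjusted p = 0.0392). Each of these differences was seen in both groups. The serine synthesis genes PGDH and PSAT differed by 1.90 and 1.27 and missed the threshold (adjusted p = 0.116 and 0.0516).

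The actin 3′ over 5′ log2 ratio was 2.35 and 2.70 on the arrays of replicate 1 in CK and AR, and between 3.93 and 4.11 on the other 4 arrays.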
